A study of Mus musculus with 4 samples. Its data were reported in "Combination radiation and αPD-L1 enhance tumor control by stimulating CD8+ PD-1+ TCF-1+ T cells in the tumor-draining lymph node" (2025).

How the data were processed

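Single-cell RNA was sequenced from CD8+ PD-1+ CD44+ T cells that had been sorted from the tumor-draining lymph nodes of mice with B16F10GP melanomas, a B16F10 line carrying a viral glycoprotein as a model tumor antigen. There were 4 droplet libraries, 1 per treatment, and each pooled cells of 5 mice that had been marked with hashtag antibodies. The treatments were none (Control), radiotherapy of the tumor (RT), an antibody blocking PD-L1 (αPD-L1), and both (RT + αPD-L1). The authors deposited raw UMI counts per gene and per hashtag for each cell barcode, made with Cell Ranger and the 2020 release of the mm10 mouse reference. The matrix headers give Cell Ranger 6.1.2, and the study's methods name another version. The labels describe a 3' kit, whereas the hashtag reagents that the study names are normally read with 5' kits; this does not change the counts used. The files held 32285 genes and 5 hashtags per library, with no further cell filter. Sorted naive cells that the study describes were not used here.

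Barcodes were kept with 500 to 5000 detected genes, at most 40000 UMIs and under 10% mitochondrial UMIs, which left 43971 of 47820 barcodes. For each hashtag and library, log10 counts were binned in steps of 0.1, and the boundary between background and positive barcodes was put at the emptiest bin between both modes. Barcodes positive for exactly 1 hashtag were kept, 39193 in all. The study's methods name HTODemux with default settings, so this is a departure from them. It was chosen from hashtag counts alone, after 3 assignments had been set beside the number of cells that the study kept, and before any expression result was seen. HTODemux (Seurat 5.3.0, positive quantile 0.99) was run as an alternative with its centred log ratios taken within each barcode (margin 2, 32282 cells) and across barcodes (margin 1, 27142 cells). Among barcodes called by both methods at margin 2, between 97.9% and 100% were given to the same mouse, depending on the library. Losses at margin 2 were uneven between mice. Of the cells later compared, Control mouse 1 had 699 against 2037 in the assignment used here. RT mouse 1 had 114 against 817, and RT + αPD-L1 mouse 3 had 2548 against 4338. Some mice gained cells, such as Control mouse 5 with 1970 against 1794. Scrublet found almost no doublets (at most 0.01% of barcodes) although 7.47% to 8.89% of filtered barcodes carried several hashtags, so its calls did not work here. Cells with a Scrublet score above the median score of barcodes with several hashtags were left out in an added alternative instead.

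Kept cells held 76564965 UMIs in Control, 74092689 in RT, 83941866 in αPD-L1 and 75354007 in RT + αPD-L1, with medians of 6936, 6626, 6245 and 6286 UMIs per cell. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes were scaled with values clipped at 10, and 20 principal components, 15 neighbors and the Leiden method at resolution 0.6 gave 16 clusters (scanpy 1.11.5, leidenalg 0.10.2). A further clustering left out the interferon, MHC class I and Ly6 lists, so that these genes could not define its 15 clusters. Clusters were named by written marker lists when at least 3 markers were among the 50 leading genes and at least 1 among the 10 leading genes. Genes were ranked by fold over the other cells with 5 CPM added and a detection floor of 10% of cells. Those last details of the naming were set after the markers had been seen. The names are marker-based and carry the suffix "like". The γδ T cell-like, dendritic cell-like and B cell-like clusters were left out of the comparisons, which left 36908 cells.

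Counts were summed per mouse, because mice and not cells are the replicates. The sums ranged from 1102848 UMIs (RT mouse 4, 125 cells) to 35521690 UMIs (RT + αPD-L1 mouse 3). All 20 mice entered 1 edgeR fit (version 4.0.16, TMM factors, filterByExpr, quasi-likelihood F test, two-sided). The 5 comparisons between treatments and the excess of the combination over the sum of both single treatments were read from that fit, each with Benjamini-Hochberg adjustment over 11929 genes. A gene was called at an adjusted p under 0.05. The common biological coefficient of variation was 0.0891. Log2 fold changes are given with standard errors. Expression levels are counts scaled to the library total (CPM), as means over 5 mice with standard deviations (SD). Counts were simulated with the real means and library sizes, and changed genes were taken at 10 CPM or more. At a log2 change of 1, each of the 3 comparisons with Control recovered 100 of 100 genes. At a change of 2 it was again 100 of 100. Between 10 and 13 unchanged genes were falsely called. Such recovery need not hold for every gene: rises of Gzma and Gzmb above 1 in αPD-L1 were not called.

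The gene lists were written before the data were examined, as were the comparisons, the tests, the other settings to be tried and the rule for named genes. They covered the genes that the study names, interferon-stimulated genes, interferon-γ-inducible GTPases and regulators, MHC class I presentation, the Ly6 family, stem and memory genes, inhibitory receptors and exhaustion regulators, effector and cytotoxic genes, chemokine receptors and adhesion, common γ chain cytokine signaling, immediate early genes, heat shock genes, p53 targets, S phase and G2/M genes, glycolysis, T cell receptor chain and CD3 genes, and markers of other cell types. Of these, 35 lists held enough measured genes. Lists were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01 and again with an estimated correlation, both adjusted over the lists. The study chose its gene lists on these same libraries, so their results here are not independent evidence. The rule for named genes took, for each comparison, the 12 highest and 12 lowest called genes at 50 CPM or more in a compared group. It added up to 4 members of each list at 10 CPM or more with the largest changes, and every gene of the study's lists. Receptor segments, immunoglobulin, mitochondrial, ribosomal protein and haemoglobin genes, and predicted genes named Gm or Rik, were counted only as groups. Gene positions are from GENCODE M21 on GRCm38, matched by identifier.

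The share of cells with a UMI of both Tcf7 and Ly6a was counted after each cell had been thinned to 2000 UMIs, leaving out cells below that depth. Shares and list sums were compared between 5 and 5 mice with exact two-sided permutation tests over 252 assignments, whose smallest possible p is 0.0079, with Benjamini-Hochberg adjustment over the comparisons of a measure. Interferon-stimulated genes were also summed per cluster of the clustering made without the lists, for clusters with at least 100 cells in both compared libraries and for mice with at least 20 cells in the cluster. Other settings fixed in advance were no cell filter, keeping the other cell types, DESeq2 (version 1.42.0), no filterByExpr, limma-trend on mean CPM of single cells with a pseudocount of 1, other clustering resolutions (0.3 and 1.0) and seeds, another thinning depth (1000 UMIs), and leaving out each mouse. HTODemux, the high Scrublet scores, leaving out the T_STEM-2-like clusters, and leave-outs for the shares were added after the data had been seen. For each comparison of 2 treatments, 100 splits of the mice were drawn from the 126 that are possible for 10 mice, the real one included. For the excess, the real grouping of the 20 mice was set beside random regroupings, 100 in all. Treatment and library were the same thing in this design, so a difference between libraries in preparation or sequencing and an effect of treatment cannot be told apart by the tests between treatments. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.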

Results

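Single-cell RNA sequencing asked how radiotherapy of a melanoma, blockade of the checkpoint ligand PD-L1, or both change the antigen-experienced CD8+ PD-1+ T cells of the draining lymph node, a reservoir from which tumors are supplied with T cells. Treated mice were sampled on day 7. Each of the 4 treatments (Control, RT, αPD-L1 and RT + αPD-L1) was 1 library with cells of 5 mice. After filtering and assignment to mice there were 9171 Control, 9193 RT, 10930 αPD-L1 and 9899 RT + αPD-L1 cells. The mice were unevenly represented, from 141 cells (RT mouse 4, 1211626 UMIs) to 4789 cells (RT + αPD-L1 mouse 3, 38965700 UMIs). Median mitochondrial shares of the libraries lay between 1.65% and 1.85%.

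The sorted population was heterogeneous. In the clustering on all variable genes, the largest named cluster was naive-like (7838 cells, led by Igfbp4, Ccr9, Klf2, Bcl2 and Il7r), followed by an effector-like cluster (6663 cells, led by S100a4, S100a6, Ccl5, Gzmk and Cxcr3). A cluster of 3430 cells carried the marker genes of the LY6A+ stem-like subset that the study calls T_STEM-2 and was led by Gzma, Rsad2, Gzmb, Ifit3b and Isg15. Cycling cells formed a G2/M cluster (1345 cells, Ccnb2, Cenpa, Cdc20) and a histone-rich S phase cluster (1009 cells, Hist1h2af, Hist1h1b). Unnamed clusters of T cells included those led by Xcl1 and Tnfrsf9 (2216 cells), by Tnfrsf4, Nrgn, Egr2 and Cd200 (2043 cells), or by H2-Oa, Capn3, Ccr7 and Izumo1r (5365 cells), and others of 3886 and 1584 cells. Cells of other types were few: γδ T cell-like clusters (1197 cells with Klra7, Trgv2 and Trdc, and 590 cells with Trdv4 and Il17a), dendritic cell-like cells (427 cells with H2-Aa, Fscn1, Lyz2 and Cst3) and B cell-like cells (71 cells with Cd79a and Igkc).

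RT + αPD-L1 was compared with Control to ask what the full combination does to node T cells. The leading response was antiviral: genes that interferon switches on rose together, and so did cytotoxic granule genes. Gzmb (granzyme B, ENSMUSG00000015437, chromosome 14, 56258838 to 56262260 on mm10), which kills target cells, rose by 4.47 ± 0.87 on the log2 scale (SE, 5 against 5 mice, adjusted p = 0.00307 in edgeR). Its mean level went from 9 ± 5.6 to 199.6 ± 357.5 CPM. Rsad2 (viperin, ENSMUSG00000020641, chromosome 12, 26442746 to 26456452), an antiviral enzyme, rose by 3.35 ± 0.59 (adjusted p = 0.00205). Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818), a ubiquitin-like interferon product, rose by 2.5 ± 0.5 (adjusted p = 0.00351), from 67.2 ± 34 to 370.2 ± 324.5 CPM. Ly6a (Sca-1, ENSMUSG00000075602, chromosome 15, 74994877 to 74998031), an interferon-inducible surface marker of stem-like cells, rose by 2.39 ± 0.5 (adjusted p = 0.00468), from 73.5 ± 26.2 to 376.7 ± 364.9. The other large rises were Gzma (4.16 ± 1.08), Ifit3b (2.86), Usp18 (2.65), Ifit3 (2.58), Ifit1 (2.56), Slfn5 (1.85), Ifih1 (1.79) and Plac8 (1.78). The falls were smaller. They included Nrn1 (−0.76 ± 0.19, adjusted p = 0.018, 102.1 to 61.9 CPM) and Izumo1r (−0.6), which mark anergic or chronically stimulated T cells, Cd200 (−0.57) and the antigen-receptor response gene Phlda1 (−0.47). Linker and core histone transcripts Hist1h1e (−0.46), Hist1h4d (−0.42) and Hist1h2ab (−0.37) also fell, as did Lars2 (−0.44), Ifi27 (−0.4), the nucleoside transporter Slc29a1 (−0.4), Ptms (−0.38) and Ppic (−0.38).

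Across the transcriptome, 1078 of 11929 genes were called in RT + αPD-L1 against Control, 733 higher and 345 lower, of which 149 rose and 21 fell at least 2-fold. The called genes included 34 higher and 21 lower predicted genes named Gm or Rik, 4 lower of 95 ribosomal protein genes, and 1 lower of 13 mitochondrial genes. The study's methods assign mice with HTODemux, and the assignment mattered for this count. HTODemux at margin 2 gave 557 called genes, and at margin 1 it gave 235 (199 higher, 36 lower). It was 608 without Control mouse 1, 581 without Control mouse 2, 586 without RT + αPD-L1 mouse 2 and 549 without RT + αPD-L1 mouse 3. Gzmb, Rsad2, Ifit3b, Usp18, Ifit3, Ifit1, Isg15, Ly6a, Slfn5, Ifih1, Plac8, Izumo1r, Cd200 and Phlda1 stayed called whichever mouse was left out, as did 36 of the 62 called genes followed in this comparison. Their size depended on RT + αPD-L1 mouse 3 in places: without it Gzmb was at 2.07 and Plac8 at 1.14. Gzma did not stay called: its change was 2.22 (adjusted p = 0.175) without RT + αPD-L1 mouse 3, 3.97 (0.0598) without Control mouse 1 and 3.86 (0.0514) without Control mouse 5. Nrn1 was at −0.61 (0.0717) without Control mouse 2, −0.67 (0.0587) without RT + αPD-L1 mouse 2 and −0.7 (0.0541) without RT + αPD-L1 mouse 3. UMIs of near-identical copies (Ifit3 and Ifit3b, the Hist1h4 genes, Tgtp1 and Tgtp2, and the H2-Q, Ly6 and Slfn families) are assigned to each copy with uncertainty.

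**Figure D1:**
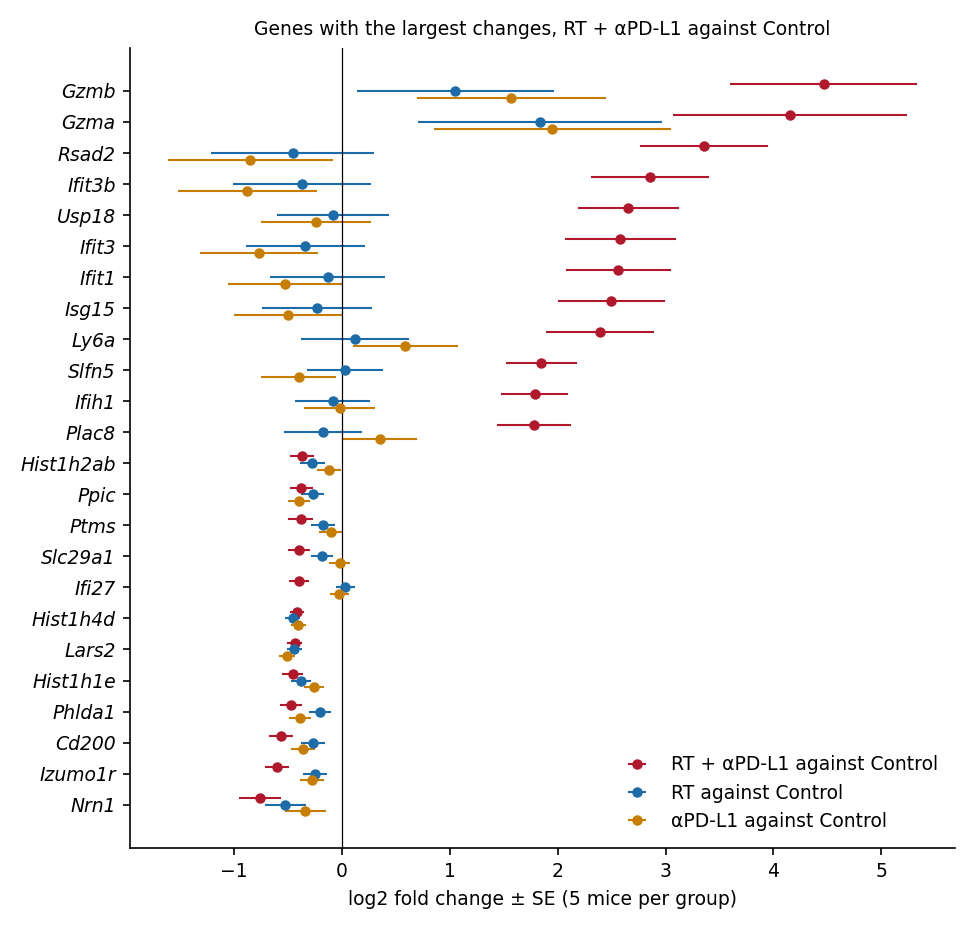
Log2 fold change ± SE (horizontal axis) of the 24 named genes with the largest changes in RT + αPD-L1 against Control, for each treatment against Control with 5 mice per group. The interferon-stimulated genes lie far to the right of 0 only for RT + αPD-L1.

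Interferon programmes accounted for the largest coordinated rise. All 52 measured interferon-stimulated genes were higher and called (median log2 change 1.34), among them Oas2 (3.19 ± 0.49), Oasl2 (2.86), Ifitm3 (3.96 ± 0.69) and Bst2 (1.52). The list had a camera adjusted p of 9.25e-55 at the preset correlation and an adjusted p = 0.135 with an estimated correlation. Of 23 interferon-γ-inducible GTPases and regulators, which defend cells against intracellular pathogens, 19 rose (22 adjusted over the list alone; median 0.97), with Iigp1 (2.37 ± 0.42), Tgtp1 (1.76), Irgm2 (1.66) and Gbp7 (1.57). Camera gave 1.19e-20 and an adjusted p = 0.14 with an estimated correlation. In the MHC class I presentation list, 13 of 19 genes rose (19 adjusted over the list alone; median 0.29), with H2-T23 (0.5 ± 0.1), its transactivator Nlrc5 (0.5), the immunoproteasome subunit Psmb10 (0.5) and H2-T22 (0.47). Camera gave 1.36e-14 and an adjusted p = 0.157 with an estimated correlation. In the Ly6 family, Ly6a and Ly6c2 (1.24 ± 0.25) rose out of 6 genes (4 adjusted over the list alone), while Ly6e did not pass (0.26, adjusted p = 0.0736). Camera gave 0.00487 and an adjusted p = 0.14 with an estimated correlation. Summed over the list, interferon-stimulated genes stood at 5553.6 ± 812.5 CPM in Control, 5294.3 ± 465.6 in RT, 5261.4 ± 836.5 in αPD-L1 and 10511.8 ± 4257.9 in RT + αPD-L1 (SD, n = 5 mice each). The ratio to Control was 1.89 (exact permutation p = 0.0317, 0.0577 after adjustment over 20 tests). In 4 of the 5 RT + αPD-L1 mice the sum lay above the highest of the 15 other mice (6669.9) and the remaining mouse had 5576.9. The T_STEM-2-like clusters are led partly by interferon-stimulated genes, so leaving them out was bound to lower the medians. How much of the rise came from a larger share of these clusters cannot be told from this. Without them the medians were 0.77 for interferon-stimulated genes (50 called), 0.48 for interferon-γ genes (13 called) and 0.15 for MHC class I genes (7 called), and 5 of 24 effector genes were called.

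Cytotoxic and trafficking genes rose as well, and a link to the interferon response was not tested. Of 25 effector and cytotoxic genes, 12 rose and none fell (20 adjusted over the list alone; median 0.79), with Klrc1 (1.65 ± 0.47) and Gzmm (1.46) beside the granzymes. DESeq2 called 7 of the 25 and limma-trend 3. Camera gave 1.2e-09 and an adjusted p = 0.191 with an estimated correlation. Among 22 chemokine receptor and adhesion genes, 10 rose (12 adjusted over the list alone), including Itga4 (0.43 ± 0.08), which guides cells into inflamed tissue, and Icam1 (0.39), while Ccr9 did not pass (0.49, adjusted p = 0.0996). DESeq2 called 7 of the 22 and limma-trend 2. Camera gave 0.000574 and an adjusted p = 0.135 with an estimated correlation. Common γ chain cytokine signaling genes rose in 7 of 18 cases (7 adjusted over the list alone), led by the feedback inhibitors Socs3 (0.98 ± 0.24) and Socs1 (0.78) and the survival receptor Il7r (0.89 ± 0.14, adjusted p = 0.00138), whereas Il2ra did not pass (0.55). Camera gave 8.06e-05 and an adjusted p = 0.153 with an estimated correlation. Of 16 stem and memory genes, 3 rose (4 adjusted over the list alone), among them Il7r and Satb1 (0.34 ± 0.1), while Xcl1 was at −0.32 (adjusted p = 0.301) and the list as a whole did not move (median 0.01, camera 0.409). The effector members depended most on 1 mouse: without RT + αPD-L1 mouse 3, Klrc1 was at 0.68 (adjusted p = 0.321), Gzmm at 0.8 (0.285), Socs3 at 0.54 (0.0872), Socs1 at 0.51 (0.0921) and Icam1 at 0.24 (0.182). Icam1 lost its call in 8 of the 20 single-mouse omissions.

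Genes of chronic stimulation and proliferation pointed the other way, with small changes. Of 20 inhibitory receptors and exhaustion regulators, 4 fell and none rose (8 lower and 1 higher adjusted over the list alone; median −0.2), including Rgs16 (−0.64 ± 0.13, adjusted p = 0.00336), which dampens chemokine receptor signaling, and Cd200, while Bhlhe40 (−0.46, 0.127) and Pdcd1 (0.44, 0.352) did not pass. Camera gave 0.00162 and an adjusted p = 0.209 with an estimated correlation. Immediate early genes, which can follow recent antigen-receptor signaling, were lower as a list (median −0.14, camera 0.00399, adjusted p = 0.295 with an estimated correlation). Of 28, 3 were lower and 1 higher (5 and 1 adjusted over the list alone). The list was also lower in RT and in αPD-L1 against Control. In RT + αPD-L1 against RT and against αPD-L1, edgeR called 0 of 28 (3 and 2 at unadjusted p under 0.05). A difference of the Control library therefore cannot be told apart from less antigen-receptor signaling here. Nr4a1 (−0.32 ± 0.1, adjusted p = 0.0483) and Dusp1 (−0.31, 0.043) fell, but lost their calls under 15 and 10 of the 20 single-mouse omissions, and Rgs2 (−0.39) and Egr2 (−0.36) did not pass. S phase genes (0 higher, 4 lower of 30, also 4 adjusted over the list alone, camera 0.00134, median −0.11) included Ung (−0.35 ± 0.1) and Mcm7 (−0.25), and G2/M genes had none called of 33 by edgeR (3 at unadjusted p under 0.05, 1 in DESeq2 and 1 by limma-trend; Cdc20 −0.39, adjusted p = 0.106) with a list median of −0.12 (camera 0.000887); both had an adjusted p = 0.603 with an estimated correlation. Heat shock genes (2 of 10 higher, 4 higher and 2 lower adjusted over the list alone, Dnaja1 0.27 ± 0.06, camera 0.327), p53 targets (2 of 19 higher, 2 adjusted over the list alone, Trp53inp1 0.21 ± 0.05, Bbc3 not passing at 0.41, camera 0.0794), glycolysis (0 of 17 by edgeR, 3 at unadjusted p under 0.05, 0 in DESeq2 and by limma-trend, Hif1a 0.38, camera 0.725) and T cell receptor and CD3 genes (1 lower of 12, Trbc2 −0.13 ± 0.04, camera 0.53) did not move as lists.

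The genes that the study names were tested as its own lists, which were chosen on these libraries and so are not independent evidence. Its effector genes Gzmb and Klrk1 (1.39 ± 0.37, adjusted p = 0.0221) were both higher, also adjusted over the list alone (camera 0.0157, adjusted p = 0.191 with an estimated correlation). Its Ly6 genes Ly6a and Ly6c2 were both higher (camera 0.00162, adjusted p = 0.135 with an estimated correlation). Its 4 type I interferon genes, Isg15, Ifitm3, Irf7 (1.69 ± 0.33) and the transcription factor Stat3 (0.4 ± 0.12), were all higher (camera 5.33e-05, adjusted p = 0.14 with an estimated correlation). The study also names Ly6c2 among its migration genes. Here it was tested only with the Ly6 genes, so in every comparison the migration list held the other 4. Of these, Ccrl2 (1.19 ± 0.3) and Icam1 rose, while Cxcl10 (1.32 ± 0.42, adjusted p = 0.0542) passed only adjusted over the list alone (3 of 4) and Cxcr3 did not pass (0.19, 0.482). Camera gave 0.0241 and an adjusted p = 0.283 with an estimated correlation. Of its cytokine receptors, Il18rap (0.91 ± 0.21) and Ifngr1 (0.68 ± 0.19) rose and Il18r1 did not pass (0.33, adjusted p = 0.171; all 3 adjusted over the list alone). Camera gave 0.00772 and an adjusted p = 0.157 with an estimated correlation. Of its stem genes, Il7r rose, and Tcf7, which encodes TCF-1, was at −0.13 ± 0.05 (adjusted p = 0.142), lower only adjusted over the list alone (camera 0.0409, adjusted p = 0.194 with an estimated correlation). Of its inhibitory genes, Tox (−0.24 ± 0.07, adjusted p = 0.0292) and Dusp1 fell, while Ctla4 (−0.21), Dapl1 (−0.25) and Btla (−0.12) were lower without passing (2 of 5 adjusted over the list alone, camera 0.00178, adjusted p = 0.157 with an estimated correlation). Its stemness module (2 of 6 called, Il7r among them, Jun 0.11, Cd69 0.12, Fos −0.25) and its exhaustion module (none of 5 by edgeR, 1 at unadjusted p under 0.05, 0 in DESeq2, 1 by limma-trend, 1 higher adjusted over the list alone, Lag3 −0.24, Tigit 0.39, Entpd1 1) did not move as lists (camera 0.151 and 0.725). Without RT + αPD-L1 mouse 3, Klrk1 was at 0.7 (adjusted p = 0.179), Ccrl2 at 0.68 (0.134), Il18rap at 0.58 (0.0738), Stat3 at 0.22 (0.0934) and Tox at −0.17 (0.0855), while Ifitm3 (2.57) and Ifngr1 (0.26) were smaller and still called. Over all 20 single-mouse omissions, Ifngr1 lost its call in 5 and Ifitm3 in 0.

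Most lists of markers of other cell types did not pass in the compared cells. By edgeR, none of 10 B cell markers (Cd74 −0.38, adjusted p = 0.253), 5 CD4 T cell, 5 regulatory T cell, 5 γδ T cell, 4 NKT or 2 melanoma markers were called, and camera gave between 0.282 and 0.859 for these lists. At unadjusted p under 0.05 these lists had 2, 0, 1, 1, 1 and 0 genes, and DESeq2 and limma-trend called 0 in each. The B cell list had a positive median (0.07) and a downward camera direction. NK cell, monocyte, dendritic cell (Cst3 0.04) and plasmacytoid dendritic cell lists each had 1 called gene. Only the plasmacytoid list passed (camera 0.00706, adjusted p = 0.135 with an estimated correlation), and its called gene Bst2 is also an interferon-stimulated gene.

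RT and αPD-L1 alone were compared with Control to ask what each treatment does without the other. Neither raised the interferon-stimulated genes detectably at this depth. In RT, Isg15 (−0.23, adjusted p = 0.957), Ifitm3 (−0.42), Ly6a (0.12), Gzmb (1.05, 0.767), Gzma (1.84, 0.629), Klrk1 (0.51) and Il7r (0.44, 0.295) did not pass, nor did Tcf7 (−0.01) and Tox (0). Of 11929 genes, 11 were called, 3 higher (the dynein light chain Dynll1, 0.32 ± 0.06, the RNA-binding factor Sarnp, 0.24 ± 0.04, and 1 predicted gene) and 8 lower, all by less than 2-fold. The lower genes included Hist1h4d (−0.46 ± 0.07, adjusted p = 0.00231), the mitochondrial leucyl-tRNA synthetase Lars2 (−0.44 ± 0.07), the nuclear noncoding RNA AY036118 (−0.33 ± 0.05) and the G protein subunit Gna13 (−0.3 ± 0.04, adjusted p = 0.000211). Dynll1 and Sarnp lost their calls in 7 and 5 of the 20 omissions, and the other 4 named genes in none. The count of 11 was 7 without RT mouse 2 or RT mouse 3, 24 without RT mouse 5 and 19 without αPD-L1 mouse 2, and 29 in DESeq2, where the higher share went from 27.3% to 44.8%. As lists, effector genes were higher (camera 0.0163) and immediate early (0.0167) and G2/M genes (1.41e-06; Cdc20 −0.37, Ube2c −0.33, neither passing) lower, with an adjusted p = 0.904 with an estimated correlation for each. Their members called numbered 0 of 25, 28 and 33 by edgeR (1, 8 and 2 at unadjusted p under 0.05), 1, 0 and 0 in DESeq2 and 0 in each by limma-trend.

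In αPD-L1 against Control, 52 genes were called, 23 higher and 29 lower. The rises included the interleukin-7 receptor Il7r (0.66 ± 0.14, adjusted p = 0.0395), which sustains memory T cells, the NK receptor subunit Klrd1 (0.36 ± 0.08, 0.0378), Dynll1 (0.34 ± 0.06), the transcription factor Creb1 (0.3 ± 0.05, adjusted p = 0.00522), Ngdn (0.28), Arhgef18 (0.28), Tmod3 (0.26), Tmem208 (0.23), Sarnp (0.21) and the kinase Pak2 (0.14). The falls included AY036118 (−0.61 ± 0.05, adjusted p = 2.1e-07), the cold-inducible Cirbp (−0.55 ± 0.12), Lars2 (−0.51), Hist1h1c (−0.41), Hist1h4d (−0.4), the NF-κB pathway genes Nfkbia (−0.31 ± 0.06) and Rel (−0.23), Pigs (−0.24), Cotl1 (−0.24), Impdh2 (−0.22) and Gna13 (−0.21). Effector genes were higher as a list (camera 8.14e-05, adjusted p = 0.793 with an estimated correlation; 1 of 25 called, 4 adjusted over the list alone), and their summed level went from 1973.6 ± 182.8 to 2418.4 ± 227.4 CPM (exact permutation p = 0.0079, 0.0529 after adjustment, n = 5 and 5), although Gzma (1.95), Gzmb (1.57), Gzmm (1.27) and Gzmk (1.11) did not pass singly. Immediate early genes were lower (camera 0.000342), dendritic cell markers higher (0.0104) and the study's inhibitory genes lower (0.0334), each with an adjusted p = 0.541 with an estimated correlation. Interferon-stimulated genes did not rise (Isg15 −0.5, adjusted p = 0.732; Ifit3b −0.88, 0.596; Ly6a 0.59, 0.653). The count of 52 was 16, 14, 33, 31 and 27 without Control mouse 1, 2, 3, 4 and 5, 83, 32, 20 and 34 without αPD-L1 mouse 2, 3, 4 and 5, 110 without RT + αPD-L1 mouse 3, and 117 in DESeq2, where the higher share went from 44.2% to 59.0%. Of 22 called genes followed here, 7 stayed called in every omission, Dynll1, Creb1, Ngdn, AY036118, Lars2 and Hist1h4d among them. Rel lost its call in 15 of 20, Pak2 in 13, Il7r, Cirbp and Cotl1 in 11 each and Hist1h1c in 10.

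Both single treatments were set against the same Control mice, so their results share error. All 11 genes called in RT were also called in αPD-L1 in the same direction (3 higher, 8 lower), against 0.00578 and 0.0194 for independent lists and at most 0 and 0 in 20 simulations of unchanged groups with a common control. Unchanged groups leave few genes to be called and hold no shift of the Control library. Their shared counts of 0 therefore do not decide whether sharing was in excess. With the Control mice split between both comparisons, which leaves 2 or 3 of them in each and fewer genes that can be called, 20 splits shared on average 1.55 lower genes (highest 3) and 0 higher genes. The log2 changes correlated across genes, which are not independent replicates, at 0.713, against 0.479 in the simulations and 0.411 with split controls. The covariance was 0.00926, against 0.00421 simulated and 0.00662 with split controls, a difference of 0.00505 from the simulations. In RT + αPD-L1 against Control, all 11 RT genes moved in the same direction and 9 were called, and 50 of the 52 αPD-L1 genes moved in the same direction and 34 were called. The same Control mice make such agreement expected, and it was not tested against unchanged groups.

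RT + αPD-L1 was then set against each single treatment to ask what the other component adds. Adding αPD-L1 to RT brought out the antiviral genes: Rsad2 (3.81 ± 0.64, adjusted p = 0.00316), Ifit3b (3.23), Ifit3 (2.92), Usp18 (2.73), Isg15 (2.72 ± 0.52, 0.00499), Ifit1 (2.7), Ifitm3 (4.38), Oas2 (3.58), Isg20 (1.92), Ifih1 (1.88), Irf7 (1.85), Bst2 (1.73), Iigp1 (1.97) and Gbp6 (1.39) rose. Gzmb (3.41 ± 0.83, 0.0231), Ly6a (2.28 ± 0.5, 0.0126), Plac8 (1.96), Ly6c2 (0.95), Ccrl2 (1.51), Socs1 (0.86), Itga4 (0.34) and the egress receptor S1pr4 (0.39 ± 0.07) rose as well. Antigen presentation genes H2-T23 (0.54) and Tap1 (0.52) followed. The falls included Rgs16 (−0.64), Ifi27 (−0.43 ± 0.09), Ift80 (−0.28), the Ras regulator Rasa1 (−0.25), Eif4b (−0.22), Stap1 (−0.21), Rel (−0.2), Trbc2 (−0.18), Nap1l1, Anp32a and St13 (each −0.17), Hnrnpc and Smc4 (each −0.16). Klrk1 (0.89), Gzma (2.32, adjusted p = 0.233), Cxcl10 (1.55, 0.0605), Il18rap (0.79), Tox (−0.24) and Tcf7 (−0.11) did not pass. In all, 360 genes were called (303 higher, 57 lower; 101 and 4 at least 2-fold), with 18 higher and 4 lower predicted genes. The count was 236 without RT mouse 2, 226 without RT mouse 5, 203 without RT + αPD-L1 mouse 2 and 167 without RT + αPD-L1 mouse 3. Gzmb was at 1.02 (adjusted p = 0.358) without RT + αPD-L1 mouse 3, 3.27 (0.0691) without RT mouse 1, 3.55 (0.0575) without RT mouse 2 and 3.23 (0.0782) without RT mouse 5, Ly6a at 1.47 (0.0679) and Ly6c2 at 0.62 (0.169) without RT + αPD-L1 mouse 3. Of 41 called genes followed here, 23 kept their calls in every omission, Rsad2, Isg15, Irf7, Tap1, Rgs16 and S1pr4 among them.

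By list, all 52 interferon-stimulated genes rose against RT (camera 8.94e-78, adjusted p = 0.0604 with an estimated correlation), with 14 of 23 interferon-γ genes (22 adjusted over the list alone; 3.71e-25 and 0.0742) and 13 of 19 MHC class I genes (18 adjusted over the list alone; 1.77e-25 and 0.068). Chemokine receptor and adhesion genes rose in 5 of 22 cases (9 adjusted over the list alone) and were the list that also passed with an estimated correlation (camera 8.23e-06 and 0.0276). Effector genes (2 of 25 called; 5.89e-06 and 0.384), common γ chain genes (2 of 18; 5.89e-06 and 0.0797), the Ly6 family (2 of 6; 0.00137 and 0.068) and plasmacytoid markers (1 of 5; 0.01 and 0.068) were higher, and inhibitory receptors (1 of 20 lower; 0.037 and 0.494) and S phase genes (0 of 30; 0.00506 and 0.698) lower. The study's own lists, chosen on these libraries, gave the type I interferon (3 of 4; 1.85e-07 and 0.068), Ly6 (both genes; 0.000994 and 0.068), migration (1 of 4; 0.000922 and 0.12), cytokine receptor (0 of 3, 3 adjusted over the list alone; 0.0097 and 0.142) and effector genes (1 of 2; 0.0442 and 0.281) higher and the inhibitory genes (0 of 5, 3 adjusted over the list alone; 0.00218 and 0.127) lower. In each pair the second value is the adjusted p with an estimated correlation. The migration list tested leaves out Ly6c2, which the study also places there and which was called here among the Ly6 genes. In the S phase, cytokine receptor and study's inhibitory lists, where edgeR called 0, 2, 3 and 3 genes had an unadjusted p under 0.05, DESeq2 called 0, 0 and 1, and limma-trend 0 in each. The summed effector list did not pass against RT (ratio 1.397, exact permutation p = 0.0556, adjusted 0.0926).

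Adding RT to αPD-L1 also raised antiviral genes. Rsad2 (4.2 ± 0.64, adjusted p = 0.00128), Ifit3b (3.73), Ifit3 (3.35), Ifit1 (3.09), Isg15 (2.99 ± 0.51, 0.00169), Usp18 (2.9), Ifitm3 (3.45), Slfn5 (2.25), Isg20 (2.09), Irf7 (2.05), Rtp4 (1.82), Ifih1 (1.81), Bst2 (1.6), Iigp1 (2.06) and Irgm2 (1.55) rose. So did Gzmb (2.9 ± 0.77, 0.0456), Ly6a (1.81 ± 0.48, 0.05, just under the threshold), Ly6c2 (0.93, 0.0488), Cxcl10 (1.64, 0.0449), Ccrl2 (1.5 ± 0.3, 0.00689), Socs3 (0.94), the peptide-loading factor Tapbp (0.53), H2-T22 (0.52) and the glucose transporter Slc2a1 (0.18). The falls were Rgs16 (−0.74 ± 0.13, 0.00162), Ifi27 (−0.38), Stap1 (−0.26), Anp32a (−0.2), Mrps6 (−0.19), Fam50a (−0.17), Ift20 (−0.17), Emc2 (−0.14) and Hnrnpu (−0.14). Klrk1 (0.92, 0.237), Gzma (2.21, 0.293), Stat3 (0.27) and Tcf7 (−0.01) did not pass. In all, 286 genes were called (259 higher, 27 lower; 105 and 2 at least 2-fold), 185 without RT + αPD-L1 mouse 2 and 174 without RT + αPD-L1 mouse 3. Of 37 named called genes, 24 kept their calls in every omission, including Rsad2, Isg15, Tapbp and Rgs16. Gzmb, Ly6a, Ly6c2, Cxcl10 and Socs3 lost theirs in 16, 15, 18, 16 and 13 of 20. Without RT + αPD-L1 mouse 3, Gzmb was at 0.49 (0.713), Ly6a at 1.01 (0.255), Ly6c2 at 0.59 (0.188), Ccrl2 at 0.98 (0.0665), Socs3 at 0.51 (0.216) and Ifitm3 at 2.06, still called. By list, 51 of 52 interferon-stimulated genes rose (camera 2.95e-105), and this list also passed with an estimated correlation (0.0363). Interferon-γ genes (14 of 23; 9.95e-24, adjusted p = 0.112 with an estimated correlation), MHC class I genes (7 of 19, 18 adjusted over the list alone; 3.56e-21, likewise 0.112), effector genes (1 of 25; 0.00171, likewise 0.566) and common γ chain genes (2 of 18; 0.000162, likewise 0.187) were higher. The summed effector list did not pass (ratio 1.268, exact permutation p = 0.1746, adjusted 0.2686). It stood at 5119.9 CPM in RT + αPD-L1 mouse 3. The other RT + αPD-L1 mice (2329.8 to 2840.1) overlapped the αPD-L1 mice (2252.0 to 2806.0). The Ly6 family (0.00078, 0.0786 with an estimated correlation), chemokine receptor and adhesion genes (0.0356, 0.24), plasmacytoid markers (0.0024, 0.0558) and the study's type I interferon (4.82e-08, 0.0558), Ly6 (0.00372, 0.112) and migration lists (0.00583, 0.251) were also higher, and inhibitory receptors (0.0106, 0.41), S phase (0.000198, 0.566) and G2/M genes (0.000162, 0.566) lower.

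Whether the combination exceeded the sum of its parts was tested as an interaction. The largest excesses were in interferon-stimulated genes: Rsad2 (4.66 ± 1, adjusted p = 0.028), Ifit3b (4.11 ± 0.87), Ifit3 (3.69), Ifit1 (3.22), Isg15 (3.22 ± 0.72, 0.0313), Usp18 (2.98), Oas2 (3.84), the RNA exonuclease Isg20 (2.41 ± 0.44, 0.0139), Slfn5 (2.22), Irf7 (2.21), Bst2 (1.82), the nucleic acid sensor Zbp1 (1.74) and Xaf1 (1.72) were higher than the single treatments add up to. H2-Q4 (0.58 ± 0.1, 0.00937), Tapbp (0.65) and H2-T22 (0.57) were as well. The smallest adjusted p belonged to other genes, among them AY036118 (0.619, 7.15e-05) and Gna13 (0.433, 7.7e-05), which were lower in both single treatments. Cytotoxic and migration genes did not pass this test in edgeR: Gzmb (1.84 ± 1.19, 0.614), Klrk1 (0.42), Ly6a (1.69 ± 0.69, 0.321), Ccrl2 (1.82, 0.0607) and Cxcl10 (1.87, 0.198). DESeq2 called 1 of the 4 migration genes tested, which leave out Ly6c2, and 1 of 22 chemokine receptor and adhesion genes. Lower than the sum were Rgs16 (−0.75 ± 0.17, 0.0425), Creb1 (−0.39 ± 0.07, 0.015), Anapc11 (−0.37), Dynll1 (−0.37), Stap1 (−0.36), Ddx17 (−0.35), Mplkip (−0.33), Tmem208, Sarnp and Rbm10 (each −0.31), Anp32a (−0.27), the T cell receptor signaling adaptor Themis (−0.22) and Emc2 (−0.22). Control enters this test with a positive sign, so a shift of the Control library would also put genes such as Dynll1 and Sarnp below the sum, and AY036118 and Gna13 above it. In all, 110 genes were called, 82 higher and 28 lower, 31 and 1 at least 2-fold. Limma-trend gave 36, and HTODemux at margin 1 only 6 (3 higher, 3 lower). By list, 22 of 52 interferon-stimulated genes (52 adjusted over the list alone; camera 9.59e-62, adjusted p = 0.22 with an estimated correlation), 0 of 23 interferon-γ genes by edgeR (17 at unadjusted p under 0.05, 2 in DESeq2, 0 by limma-trend, 16 adjusted over the list alone; 2.29e-11, 0.472) and 3 of 19 MHC class I genes (11 adjusted over the list alone; 1.16e-14, 0.406) were higher. Of the interferon-stimulated genes, DESeq2 called 28 and limma-trend only 7. The Ly6 family (0.0354, 0.406), common γ chain genes (0.0208, 0.5) and the study's migration (0.0208, 0.472) and type I interferon genes (8.34e-06, 0.22) passed at the preset correlation, while effector genes did not (0.794). This count was the least stable: 68, 34, 65 and 33 without Control mouse 1, 2, 3 and 5, 21 without RT mouse 2 or 3, 68, 34, 19 and 32 without αPD-L1 mouse 1, 3, 4 and 5, and 249, 45 and 72 without RT + αPD-L1 mouse 1, 2 and 3. Of 29 called genes followed here, Isg20, Creb1, Anapc11 and H2-Q4 kept their calls in every omission, while Rsad2 and Isg15 lost theirs in 8 and 14 of 20.

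The interferon response was not limited to 1 T cell state. In the clustering made without the interferon, MHC and Ly6 lists, 11 clusters held at least 100 Control and 100 RT + αPD-L1 cells. The median log2 ratio of the 52 genes to Control lay between 0.71 and 1.21, with all 52 above 0 in 10 clusters and 49 of 52 in the other. After adjustment, 10 of the 11 clusters passed in the summed list, the other being an unnamed cluster (exact permutation p = 0.0857, adjusted 0.0938, n = 4 and 4 mice). Naive-like cells rose from 5250.5 ± 815.2 to 9650.1 ± 3849.2 CPM (exact permutation p = 0.0238, adjusted 0.0412, n = 5 and 5), effector-like cells from 6910.9 ± 638.1 to 11670.7 CPM (exact permutation p = 0.0159), and γδ T cell-like cells from 4318.4 ± 501.4 to 9331.8 (exact permutation p = 0.0079, n = 5 and 4). Cycling cells of the G2/M cluster went from 5193.7 to 9392.5 (exact permutation p = 0.0238). In the same clusters the medians lay between 0.79 and 1.22 against RT, where 8 of 11 passed (the others had adjusted p of 0.0556, 0.0645 and, in cycling cells of the G2/M cluster, 0.101), and between 0.86 and 1.38 against αPD-L1, where all 11 passed. A cluster of dendritic and B cell-like cells, tested only against RT and αPD-L1, did not pass (1.48 and 1.45, exact permutation p = 0.4 and 0.2).

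**Figure D2:**
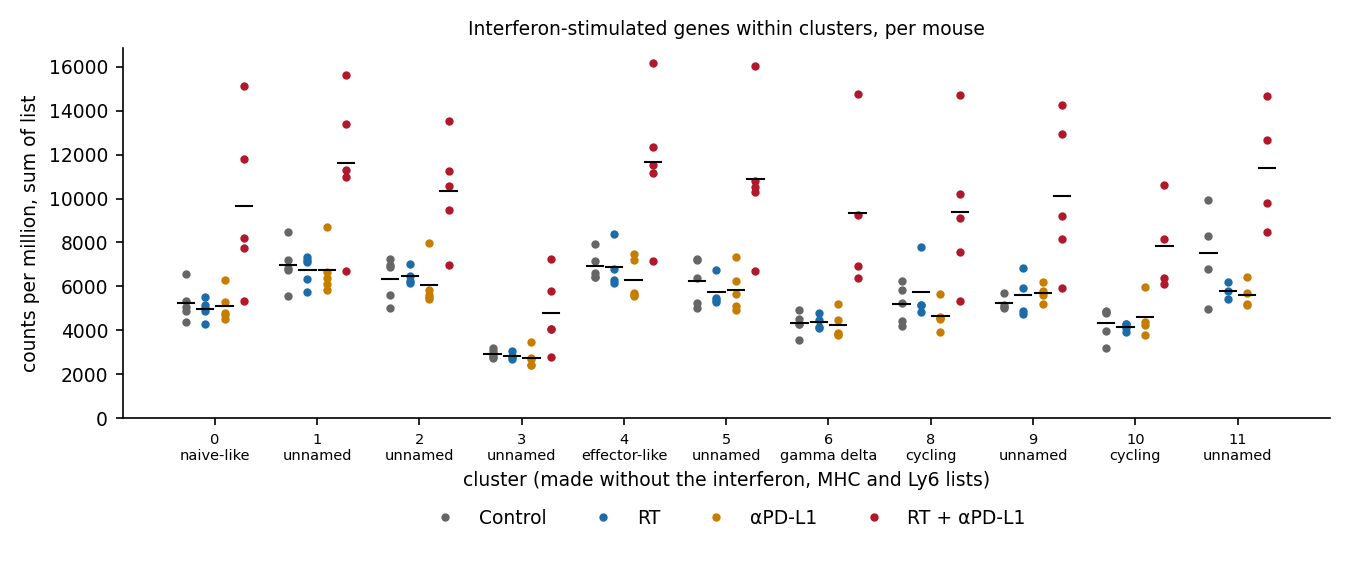
Summed CPM of the interferon-stimulated genes (vertical axis) in each cluster made without the interferon, MHC and Ly6 lists (horizontal axis), 1 point per mouse and treatment, with a bar at the mean. RT + αPD-L1 points extend above those of the other treatments in each cluster, with a wide spread between mice.

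Cells that carried both Tcf7, the TCF-1 transcript of stem-like cells, and Ly6a were counted because the study describes them as a subset that the combination enriches. After thinning to 2000 UMIs per cell, they made up 6.09% ± 1.36 of Control cells, 4.92% ± 3.19 of RT, 7.18% ± 2.16 of αPD-L1 and 15.2% ± 7.43 of RT + αPD-L1 cells (SD, n = 5 mice each; RT + αPD-L1 mice from 8.70% to 26.5%). The difference from Control was 9.11 percentage points (exact permutation p = 0.0079, the smallest possible, 0.0397 adjusted over 5 comparisons). It was 10.3 points against RT (exact permutation p = 0.0238, adjusted 0.0529) and 8.02 against αPD-L1 (exact permutation p = 0.0317, adjusted 0.0529). RT (exact permutation p = 0.468) and αPD-L1 (exact permutation p = 0.397) did not differ detectably from Control. Without RT + αPD-L1 mouse 3 the difference from Control was 6.28 points (exact permutation p = 0.0079), whereas without any 1 of the Control mice the adjusted p was 0.0529 to 0.0661. RT mouse 4 had 1 such cell of 121, or 0.826% (95% Clopper-Pearson interval 0.021 to 4.52). Tcf7 UMIs were also found in 20.3% of 64 B cell-like cells (median 3983 UMIs), which should lack this gene, against 60.8% of 34946 compared cells (median 6796 UMIs). Ly6a was more frequent in these B cell-like cells (62.5% against 18.4%), so they give no background for Ly6a or for cells with both, which made up 10.9% of them and 10.1% of the compared cells. In 407 dendritic cell-like cells (median 7669 UMIs), 5.65% had both. The part of free RNA in the shares with both genes was therefore not determined. Requiring Klrk1 as well gave 1.11% against 0.391% (difference 0.719 points, exact permutation p = 0.0556).

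The T_STEM-2-like cluster made up 18.1% ± 19.3 of RT + αPD-L1 cells, against 1.52% ± 1.11 in Control, 1.33% in RT and 0.94% in αPD-L1, and 2964 of its 3430 cells came from RT + αPD-L1. The difference from Control was 16.6 points (exact permutation p = 0.0397, adjusted 0.212, n = 5 and 5). The genes that lead this cluster are those that differ between the libraries, so a clustering without them was needed. There, the cluster with the highest overlap (1563 cells, Jaccard index 0.384) was led by Gzma, Gzmb, Klrg1, Rsad2, Gzmk and Ly6a, which are mainly effector genes. It made up 7.29% ± 10.2 against 0.325% of Control cells (difference 6.97 points, exact permutation p = 0.0635, adjusted 0.34). Its 1377 RT + αPD-L1 cells came mainly from mouse 3 (23.9% of its cells) and mouse 2 (10.4%), with 0 of 513 cells in mouse 1 and 1.21% and 0.95% in mice 4 and 5. With 3 counts taken as the limit for a count of 0, mouse 1 allows up to 0.585%, which is not a Clopper-Pearson bound. Without mouse 3, the difference in the clustering on all genes was 9.84 points (exact permutation p = 0.0397), and without Control mouse 1, 2, 3, 4 or 5 its exact permutation p was 0.151, 0.151, 0.151, 0.159 and 0.119. No cluster's share passed adjustment between any treatments in either clustering. In the clustering on all genes, the naive-like cluster made up 17.1%, 22.8%, 26.8% and 17.3% of Control, RT, αPD-L1 and RT + αPD-L1 cells and the effector-like cluster 19.0%, 16.6%, 20.7% and 15.2%. Without the lists these shares were 17.4%, 22.6%, 25.5% and 22.7%, and 7.75%, 7.64%, 10.2% and 8.86%.

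**Figure D3:**
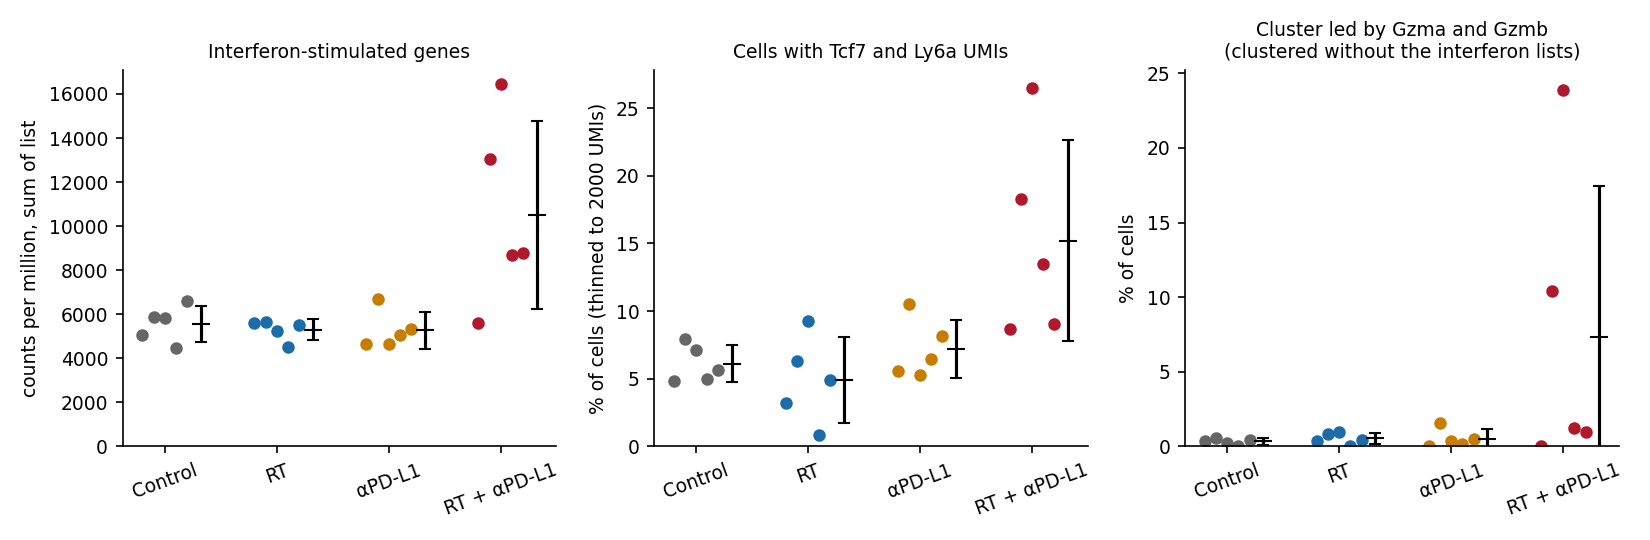
Per-mouse values for 5 mice of each treatment (points, mean ± SD beside them): summed interferon-stimulated genes in CPM, percent of cells with Tcf7 and Ly6a UMIs after thinning, and percent of cells in the Gzma- and Gzmb-led cluster of the clustering made without the interferon lists. RT + αPD-L1 mice are higher on average and more variable in all 3 panels, and error bars stop at 0.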

Values the study reported

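The study reported 38,578 analyzed cells, on average 1928 per sample. It kept 9239 control cells, 8932 RT cells, 10,502 αPD-L1 cells and 9905 cells of the combination. Against untreated mice it counted 178 upregulated genes for the combination, 5 for RT and 6 for αPD-L1, and 13, 13 and 14 downregulated genes. Among cells expressing TCF-1, it gave an increase of the T_STEM-2 subset by over 10-fold with the combination.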

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

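The tests of a shift of the whole RT + αPD-L1 library, of free RNA and of a larger share of 1 cluster were chosen only after the interferon result had been seen. Far values were looked for in 120 groups of 5 mice, of which chance marks about 1 in 20, and 13 values lay far from the other mice of their group. In RT + αPD-L1 they were the cytotoxic genes of mouse 3: the summed effector list (5119.9 CPM, next mouse 2840.1), Gzmb (838.7, next 58.7) and Gzma (488.2, next 64.0). In αPD-L1, Gzma stood at 93.0 (next 22.9) in 1 mouse, and interferon-stimulated genes were also raised in 1 mouse: Isg15 at 91.5 (next 39.6), Ifit3 at 33.6 (next 13.3), Slfn5 at 27.5 (next 18.5), Ifit1 at 25.3 (next 11.953), Usp18 at 24.7 (next 12.4) and Rsad2 at 5.88 (next 2.33). In Control, Ifit3 (59.8, next 24.6) and Ifit3b (31.6, next 11.2) were far higher in 1 mouse, and in RT the activation gene Phlda1 (52.2, next 44.4). The mean rises of Gzmb and Gzma in RT + αPD-L1 therefore rested largely on mouse 3, although Gzmb stayed called without it (2.07 on the log2 scale, adjusted p = 0.011).

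A difference between treatments was tested directly by the interaction, in which 110 genes departed from the sum of the single treatments, Rsad2, Ifit3b, Isg15 and Isg20 among them. A signal outside the comparisons appeared in γδ T cell-like cells, which the sort for CD8+ cells should have removed and which were left out: interferon-stimulated genes stood at 8863 CPM in RT + αPD-L1 against 4099.8 in Control (exact permutation p = 0.0079, n = 5 and 5 mice), with 5146.7, 9962.6, 14467.3, 7583.2 and 7155.0 in the 5 RT + αPD-L1 mice.

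Chance division of the mice was unlikely to give each count of called genes: of 100 splits each, only 1, the real one, gave as many. The counts were 1078 called genes in RT + αPD-L1 against Control (highest other split 385), 11 in RT against Control (highest other 1), 52 in αPD-L1 against Control (highest other 0), 360 in RT + αPD-L1 against RT (195), 286 against αPD-L1 (235) and 110 for the excess (53). The splits ask whether the libraries differ at all, not whether treatment is the cause. For the excess, all mice were regrouped, so any difference between libraries could set the real grouping apart. That test therefore does not decide on an interaction.

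The interferon-stimulated genes Isg15, Rsad2, Ifit1 and their list were higher in RT + αPD-L1. A shift of the whole library in preparation or sequencing would have raised all 5 mice alike, and the list lay above the 15 other mice in 4 of them, which argues against such a shift as the whole cause. Free RNA of the shared suspension would have raised γδ T cell-like cells of all mice by about the same amount, but their gain ran from 1046.9 to 10367.5 CPM, a range of 1.96 times its mean. A larger share of the Gzma and Rsad2-rich T_STEM-2-like cells was not the whole cause either, since without these clusters the list's median, 1.34 with them, was 0.77 (SD 0.59 over genes) and 50 of 52 genes were still called. These clusters are led partly by interferon-stimulated genes, so the lower median does not show how much of the rise went with them. An interferon response to the combined treatment, uneven between mice, remains a hypothesis that could fit these values, and since each treatment was 1 library a smaller library effect cannot be told apart from treatment.

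Dynll1 and Sarnp were higher and Lars2, AY036118, Gna13 and Hist1h4d lower in both RT and αPD-L1 than in Control. A shift of the Control library in preparation or sequencing may explain this: in the left-out γδ, dendritic and B cell-like cells (541 RT, 456 Control), all 11 genes moved in the called direction, with a median log2 ratio of 0.317 (SD 0.166 over genes). The test could have come out the other way. A treatment effect common to all node cells stays open and untested, because treatment and library cannot be told apart here.

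A cluster of sorted cells carried dendritic cell genes (H2-Aa in 74.2% of its cells against 1.7% of compared cells). It also carried genes found in most compared cells (Cd3e in 53.9% against 97.2%, Cd8a in 65.3% against 90.8%, Trac in 30.0% against 56.1%). Doublets of a T cell and a dendritic cell were tested by their frequency among barcodes with several hashtags: by the nearest cluster profile, 0.863% of these and 0.617% of barcodes with 1 hashtag were dendritic cell-like, a ratio of 1.4. The cluster held 1.14 times the median UMIs of other kept cells, whereas barcodes with several hashtags held 11262 to 12599 UMIs at the median. Kept cells carried 1 hashtag, so doublets between mice were already removed from this cluster. With mice pooled, chance doublets within 1 mouse would come with many more dendritic cell-like barcodes among those with several hashtags. Their UMIs would also lie near those of barcodes with several hashtags. Both values argue against chance doublets within 1 mouse as the whole source. Dendritic cells with bound or ambient T cell RNA, or doublets within 1 mouse as a part of the source, stay open, and no biological explanation was tested.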

How the results depend on the processing

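The HTODemux assignments, the omission of high Scrublet scores, the omission of the T_STEM-2-like clusters and the leave-outs for the shares were chosen after the data had been seen. Removing Scrublet's own doublet calls could not be tested, since it called none among the kept cells. No paired analysis was possible because hashtag numbers only name the mice within a library. In the assignment used here, RT mouse 4 had the fewest compared cells, 125. The number of called genes moved by more than 1.5 times as follows, and the cause was not tested. HTODemux at margin 2 gave 557 in RT + αPD-L1 against Control, 25 in αPD-L1 against Control and 237 in RT + αPD-L1 against RT. HTODemux at margin 1, with the fewest cells, gave 235, 9 and 143, with 6 in RT against Control and 6 for the excess (3 higher, 3 lower). It left 58 compared cells in Control mouse 1 and 52 in RT mouse 1. Limma-trend gave 395 in RT + αPD-L1 against Control, 24 in αPD-L1 against Control, 235 against RT, 139 against αPD-L1 and 36 for the excess. Without the T_STEM-2-like clusters the counts were 546, 19 in RT against Control, 141 in αPD-L1 against Control, 149 against RT and 153 against αPD-L1. DESeq2 gave 29 in RT and 117 in αPD-L1 against Control, and no cell filter gave 3 and 22. Without high Scrublet scores the excess was 67. Leaving out 1 mouse gave 549 to 1225 genes in RT + αPD-L1 against Control, 7 to 24 in RT, 14 to 110 in αPD-L1, 167 to 529 against RT, 174 to 394 against αPD-L1 and 19 to 249 for the excess. The share of Tcf7 and Ly6a cells did not pass adjustment when Klrk1 was also required (difference 0.719 points, exact permutation p = 0.0556), with at least 2 Ly6a UMIs (5.49 points, adjusted p = 0.0926) or without any 1 of the Control mice (adjusted p 0.0529 to 0.0661), and passed in the other settings. The difference was 4.89 points when thinned to 1000 UMIs, 18.4 without thinning and 6.28 to 10.7 in leave-outs. Without the interferon, MHC and Ly6 genes, the cluster with the highest overlap with the T_STEM-2-like cluster (Jaccard index 0.384) was 6.97 points higher (exact permutation p = 0.0635). The T_STEM-2-like cluster itself was 10.9 points higher at resolution 1.0, 10.1 with Leiden seed 5, up to 21.1 with the other seeds, and 9.84 to 21.0 in leave-outs, where every omission of a Control mouse gave an exact permutation p of 0.119 to 0.159. The interferon list kept its direction in every cluster tested against Control at other resolutions and after thinning (lowest medians 0.63 to 0.75). Among 343 values of the genes followed, other settings gave 9934 values, of which 8712 kept direction and side of the threshold, 1180 lost and 41 gained a call (760 and 29 of them in leave-outs), and 1 reversed: AY036118 in RT against Control was at 0.04 with HTODemux at margin 1. Gzmb had no adjusted p in DESeq2, and Rsad2 in RT + αPD-L1 against Control was at 2.14 (adjusted p = 0.147) by limma-trend.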

Other observations

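The predictions of the clone and p53 tests were written before their results were seen, and the dendritic cell-like values were looked at after the data had been seen. Expansion of a few clones may have produced the Gzma, Rsad2 and Gzmb-rich T_STEM-2-like cells of RT + αPD-L1 mouse 3, which gave this cluster most of its cells. The largest share of a single receptor segment, Trbv1, was 10.2% of Trbv UMIs in these 2161 cells, well below the majority that dominance by 1 clone would need. In the 2177 other compared cells of this mouse the largest share was 9.95% (Trbv13-2). Expansion of several clones with different segments could stay below a majority, so the test does not decide on it. A DNA damage response in node T cells after RT alone could have raised p53 targets such as Trp53inp1 and Bbc3, but this list did not pass (camera adjusted p = 0.576, 0 of 19 genes called by edgeR, 3 at unadjusted p under 0.05, 0 in DESeq2 and by limma-trend).

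Dendritic cell-like cells of RT + αPD-L1 mouse 3 held interferon-stimulated genes at 24194.6 CPM, against a mean of 5365.4 ± 280.3 over the 5 Control mice (SD); over all RT + αPD-L1 mice the mean was 8955.6 ± 8563.7 (exact permutation p = 0.635). Barcodes with several hashtags numbered 839 in Control, 759 in RT, 1006 in αPD-L1 and 989 in RT + αPD-L1, with medians of 11927, 12599, 11457 and 11262 UMIs, and a further 388, 205, 349 and 243 filtered barcodes carried no hashtag. Clusters of low depth, led by the noncoding RNAs Gm26917, Lncpint and Kcnq1ot1 (1192 cells, median 1864 UMIs) and by Gm26917 with mitochondrial genes (337 cells, median 1418 UMIs), passed the cell filter and stayed in the comparisons.

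The numbers of called genes here are not set beside those quoted from the study, whose thresholds for them are not stated. The share of the T_STEM-2-like cluster here is taken over all kept cells, whereas the study takes its subset over TCF-1-expressing cells, so these shares are not compared either.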
